A study of Mus musculus with 12 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

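Array comparative genomic hybridisation (CGH) measures copy number by labelling the DNA of a mouse and a reference DNA with different dyes (Cy3 and Cy5) and hybridising both to the same array. Genomic DNA from the tails of 6 mice of a non-irradiated family (dose 0 Gy) was compared in this way with DNA of a reference male. The strain is C57BL/6 in the sample labels and C57BL/6J/Nrs in the methods of the study. The family comprised a sire, a dam and 4 of their offspring, numbered 5 to 8 in the labels. Each mouse was hybridised 2 times with the dyes exchanged, which gave 12 arrays. The 2 arrays of a mouse were treated as 1 replicate, because they hold the same DNA. The groups were taken from the labels alone, and the sex of the offspring, which the labels do not give, was not assigned.

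The arrays were custom Agilent arrays of the second screening, with 62964 spots each. Of these, 3924 were control spots and were left out. The other 59040 spots held 42220 probes, of which 42169 were autosomal, 48 were on the X chromosome and 3 were on the Y chromosome. The probes were clustered around positions chosen in a first screening, so the counts do not describe the genome as a whole. The median distance between the starts of neighbouring probes was 110 bp. Coordinates are those of the deposited files, in the mouse build NCBI 37 (mm9). No gene annotation of this build was used here, so regions are given by position without genes. Probe sequences were not used here.

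The authors scanned the arrays and extracted the values with Agilent Feature Extraction. The deposited log ratio of each spot is a log10 ratio of Cy5 over Cy3 signal, formed from processed signals that were background-subtracted and dye-normalised with a linear factor per the file headers. The deposited processed signals and the deposited median spot and background signals are intensity values on a linear scale. The series matrix that the authors deposited holds log2 ratios of reference over mouse, which differed from the log ratios of the array files by less than 1e-06 at all 59040 spots of every array. They were used as an alternative.

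The log10 ratios were converted to log2 and turned to mouse over reference on every array. Spots marked as non-uniform or population outliers in either channel (102 to 188 spots per array) were left out, the spots of a probe were averaged, and each array was centred on its autosomal median. No spot was saturated. The share of spots not well above background in both channels ranged from 0.925% to 2.09% per array, and the median Cy3 processed signal from 823 to 970. A total of 110 probes lost their value on some array because of outlier marks. The SD of the autosomal log2 ratios ranged from 0.17 to 0.24 per array, and the pooled SD between spots of the same probe from 0.085 to 0.107. The number of arrays, 2 per mouse, limits the precision of each value.

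A probe was called positive in a mouse when the absolute log2 ratio exceeded 0.5 with the same sign on both arrays. A candidate region was a run of positive probes of the same direction, each within 3 probes and 10 kb of the previous one, with at least 2 positive probes. The threshold and the limit of 3 probes follow the methods of the study. The limit of 10 kb and the requirement of the same sign were added here. The list of probes positive in the first screening was not used here, and neither was quantitative PCR. A de novo candidate probe was a positive probe of an offspring region that was not positive in the same direction in the sire or the dam, counted once for each offspring in which it was called. An offspring region was a de novo candidate when none of its probes was positive in the same direction in the sire or the dam. Calls were made on autosomal probes only. Regions were named by a fixed rule. All de novo candidate regions were named up to 10, then up to 5 regions found in both parents or all 6 mice, then up to 5 regions of only 1 parent, each by the number of positive probes with ties broken by the larger absolute mean. The 5 probes with the smallest p past the threshold of a limma test were named too.

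Tests across probes were made with limma version 3.58.1 in R version 4.3.3, on the mean of the 2 arrays of each mouse. The first tested the mean of the 6 mice against 0, with a threshold of a Benjamini-Hochberg adjusted p of 0.05 and an absolute mean of 0.5. The reference was 1 animal, and its own spread is not part of this test. The second tested offspring minus parents at an adjusted p of 0.05. Counts, regions and tables were made with Python version 3.11.15, numpy version 2.4.6, pandas version 2.3.3 and scipy version 1.17.1, and figures with matplotlib version 3.10.9. The block models used statmod version 1.5.0.

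The calling rule was tested on simulated data made from the dye effect of each probe and permuted residuals of each array over 42169 probes. Each array was permuted separately, so variation that the 2 arrays of a mouse share beyond the dye effect was not kept. With a log2 change of -1 over 2 probes, 97.5% of 200 simulated de novo changes were recovered, and 100% over 4 or 8 probes. With a change of 0.58 the recovery was 12.5% over 2 probes, 46.0% over 4 and 80.5% over 8. A change of only 1 probe was not recovered, since a region needs 2. The limma test of the family against the reference recovered 100% of 200 simulated changes of -1 with 1 other probe called, and the test of offspring against parents recovered 99.5% with 23 others called, both over 42169 probes.

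Alternatives were fixed before the data were examined. They were thresholds of 0.8 and 0.4, the mean of both arrays, each dye orientation alone, normexp background correction with an offset of 50, the series matrix values, no centring, no spot left out, only probes well above background in both channels on all arrays, other rules for neighbours and parents, and each mouse left out in turn. With a parent left out, the test of offspring against parents compares the offspring with 1 mouse, which is assumed to vary as they do, since only they then supply the spread. Normexp had been planned on mean signals and was run on the median signals, because mean signals were not used here. The arrays lay on 2 slides. Slide 1 held the 4 offspring arrays with the mouse in Cy5, and slide 2 held all other arrays, so slide and dye orientation cannot be told apart within the offspring. Slide was tried as a term with mouse as a random block. Removal of the dye effect of each probe, estimated from the other 5 mice, and a model with slide and dye terms were added after seeing the data.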

Results

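The second-screening arrays of a non-irradiated family were analysed for differences in copy number between each mouse and a reference male, and between the offspring and their parents. The family consisted of 1 sire, 1 dam and 4 offspring (offspring 5 to 8), each measured on 2 dye-swap arrays. Log2 ratios are mouse over reference throughout, so that a negative value means less DNA in the mouse. The sire and the dam are single mice and have no replicates. The arrays differed by slide. The median processed Cy5 signal was 939 to 969 on slide 1, which held the 4 offspring arrays with the mouse in Cy5, and 809 to 855 on slide 2, which held the other 8. The signal-to-noise ratio of the Cy5 channel was 51.2 to 61.4 on slide 1 and 30.3 to 41.9 on slide 2, and that of the Cy3 channel was 30.5 to 33.5 on slide 1 and 39.96 to 45.1 on slide 2.

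The sex-linked probes were examined first, since they check the labels of the parents. The median log2 ratio of the 48 X probes was 0.00 in the sire, with an SD of 0.09 over probes. It was 0.78 in the dam, with an SD of 0.20 over probes. The difference of 0.78 between dam and sire was larger than the SD over X probes of the difference, 0.21, and ranged from 0.67 with normexp correction to 0.81 on the arrays with the mouse in Cy3. The median of the 3 Y probes was -0.06 in the sire and -1.30 in the dam. The Y probes differed widely from each other, with values of -3.12, -1.30 and -0.23 in the dam. In offspring 5 the medians were -0.0005 for X and -0.05 for Y. The X medians of offspring 6, 7 and 8 were 0.85, 0.86 and 0.83, and their Y medians were -1.83, -1.86 and -1.88.

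**Figure D1:**
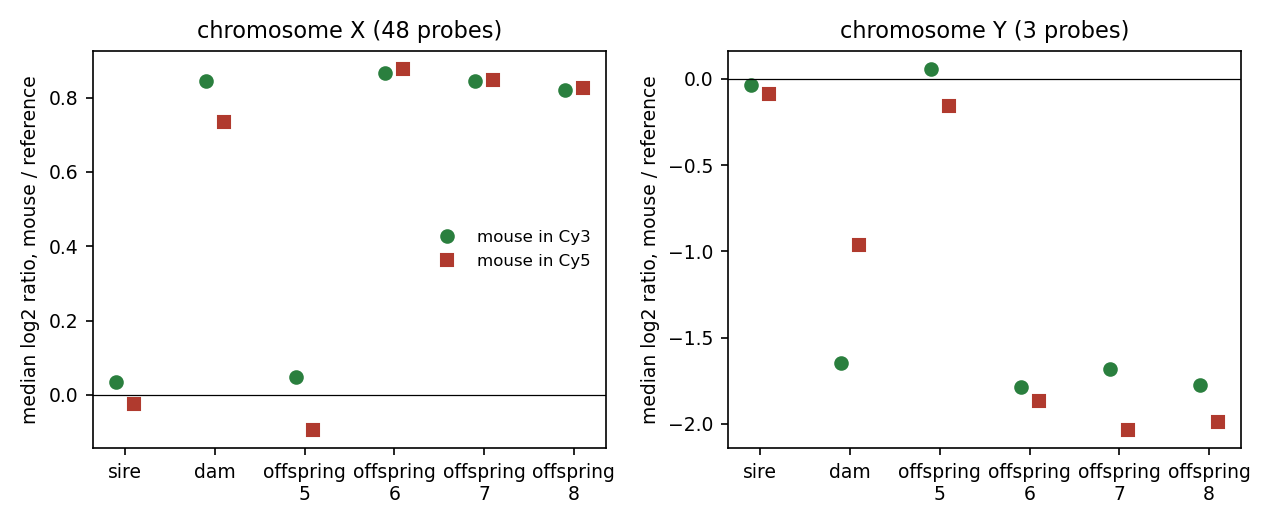
Median log2 ratio (mouse over reference, vertical axis) of the 48 X probes (left) and the 3 Y probes (right) for each mouse, with a point for each of its 2 arrays. The sire and offspring 5 lie near 0 in both panels, and the other mice lie above 0 for X and below 0 for Y on both arrays.

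The agreement of the dye-swap arrays was then measured, because the calling rule rests on both arrays of a mouse. Across autosomal probes, which are not independent replicates, the log2 ratios of the 2 arrays of a mouse were negatively correlated in all 6 mice. Pearson's r was -0.27 in the sire and -0.61 in the dam. It was -0.40, -0.32, -0.40 and -0.43 in offspring 5, 6, 7 and 8. The mean over the 6 mice was -0.41 ± 0.12 (SD, n = 6), and the alternative that moved it most, normexp correction, gave -0.48. Arrays of different mice in the same dye orientation had a mean r of 0.58 over 30 pairs of arrays, and those in opposite orientation had a mean r of -0.47 over 30 pairs.

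The number of positive probes was counted to show how often a mouse differed from the reference on both arrays. Of the 42169 autosomal probes, 43 were positive in the sire, of which 35 were lower and 8 higher than the reference. In the dam 39 were positive, with 34 lower and 5 higher. The offspring had 39.2 ± 18.1 positive probes (SD, n = 4), with 14 in offspring 5, 40 in offspring 6, 47 in offspring 7 and 56 in offspring 8. Both parents lay within the range of the offspring. The offspring had 13 to 39 lower and 1 to 21 higher probes, and 78.3% of all their positive probes were lower, a share that rose to 90.7% with normexp correction. A further 101 ± 25.7 probes per offspring (SD, n = 4) exceeded 0.5 on both arrays with opposite signs, and 35 did so in the sire and 78 in the dam. Calling on a single array moved the count most, and the arrays with the mouse in Cy5 gave 1102 positive probes per offspring. On simulated arrays without any difference, the mean over offspring was 2.76 positive probes, with a range of 1.25 to 4.25 over 100 draws. These arrays do not keep variation shared by both arrays of a mouse, so real noise could give more.

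**Figure D2:**
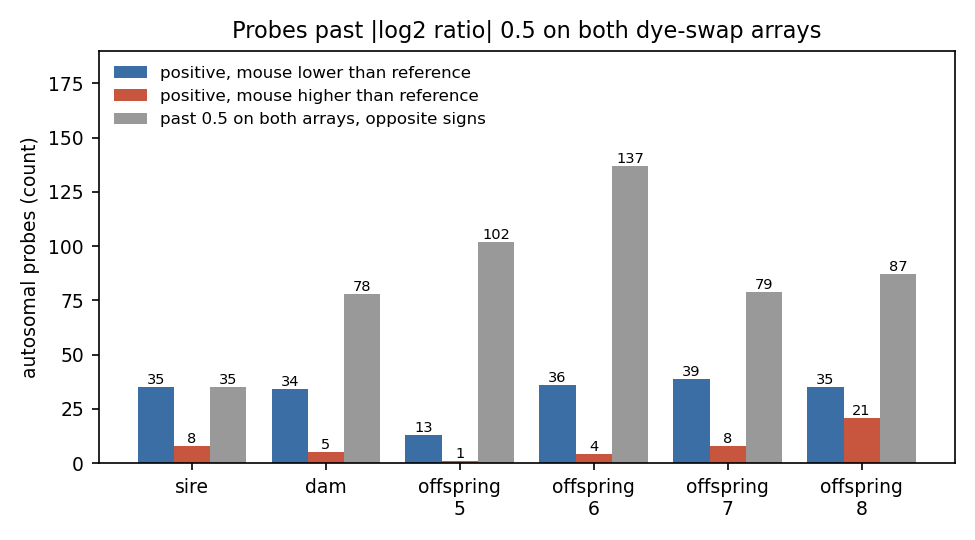
Number of autosomal probes (vertical axis) beyond an absolute log2 ratio of 0.5 on both arrays of each mouse, separated into those lower than the reference, those higher and those with opposite signs on the 2 arrays. Offspring 5 had 13 lower probes, whereas the other mice had 34 to 39, and in every mouse but the sire the probes of opposite sign outnumbered the lower ones.

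Candidate regions were sought by requiring a second positive probe nearby. There were 3 regions in the sire and 6 in the dam. The offspring had 3.5 ± 2.6 regions (SD, n = 4), with 0, 3, 6 and 5 in offspring 5 to 8, and both parents lay within this range. The 23 regions called in the 6 mice fell at 11 distinct positions. No region had more than 3 positive probes, so that none was left when at least 4 were required, and the longest spanned 11548 bp. Of the 14 regions of the offspring, 12 held a probe that was also positive in the dam.

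The family analysis asked which changes of the offspring were present in neither parent. Counted for each offspring, 62 positive calls at 54 distinct probes were at probes positive in neither parent, with 11, 12, 14 and 25 in offspring 5 to 8. Of these, 9 calls at 7 distinct probes lay in candidate regions. They comprised the 5 probes of the 2 de novo candidate regions, both gains, and 4 calls at 2 probes of loss regions that also held a probe positive in the dam. Probe A_67_P04850048 on chromosome 3 (25417435 to 25417494), called in offspring 6, 7 and 8, had a mean of -0.50 in the dam. Probe A_67_P08113863 on chromosome 14, called in offspring 8, was at -0.54 in the sire and -0.58 in the dam, but exceeded the threshold on only 1 array of each. Both counts fell under a stricter view of the parents. When the offspring also had to differ from each parent by more than 0.5, 1 probe call and 0 regions were left, and normexp correction gave 3 probe calls and 0 regions. A single array, the one with the mouse in Cy5, gave 911 probe calls and 346 regions. Without offspring 7 or without offspring 8, 5 probe calls and 1 region remained. The simulated arrays without any difference gave a mean of 0.02 de novo regions, with at most 1 in 100 draws, but kept no variation shared by both arrays of a mouse.

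The first de novo candidate was in offspring 7 on chromosome 8 from 102201827 to 102202265, with 3 positive probes over 439 bp. Its mean log2 ratio was 0.63, with 0.63 on the array with the mouse in Cy3 and 0.64 on the other. At the same probes the mean was 0.41 in the dam, 0.47 in offspring 6 and 0.52 in offspring 8, none of which passed the threshold on both arrays at any of the 3 probes. It was -0.14 in the sire and -0.01 in offspring 5. The difference between offspring 7 and the dam, 0.22, was smaller than the threshold of 0.5. The starts of the first pair of probes were 9 bp apart. The 11 other probes within 20 kb had medians of 0.35 in the dam and 0.39, 0.41 and 0.29 in offspring 6, 7 and 8, against -0.04 in the sire and 0.02 in offspring 5. Of these, probe A_67_P15714904 (102192469 to 102192528), singled out after its values were seen, was positive in the dam, with a log2 ratio of 0.64, and in offspring 7 and 8.

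The second de novo candidate was in offspring 8 on chromosome 14 from 67534165 to 67534233, with 2 positive probes whose starts were 9 bp apart. Its mean log2 ratio was 0.73, with 0.65 on the array with the mouse in Cy3 and 0.81 on the other. The mean was 0.55 in offspring 6, where 1 of the probes was positive, and 0.29 in the dam, 0.14 in offspring 7, -0.19 in offspring 5 and -0.23 in the sire. The 12 other probes within 20 kb had medians between -0.04 and 0.06 in the 6 mice, and none was positive in any of them. Neither offspring has a replicate.

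Only 1 region was found in both parents. It lay on chromosome 14 from 54122647 to 54123960, with 2 positive probes, and was lower than the reference. The first probe, A_67_P02850912, was well above background in the mouse channel on only 1 of 12 arrays and in the reference channel on 8, and no size is given for it. The other, A_67_P08114073, was well above background on all 12 arrays. Its log2 ratio was -0.68 in the sire and -0.70 in the dam, and it was -0.49, -0.50, -0.64 and -0.66 in offspring 5 to 8.

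Of the 7 regions of only 1 parent, 5 belonged to the dam and 2 to the sire, and the 5 with the most positive probes, ties broken by the larger mean, were as follows. On chromosome 3 from 25432682 to 25444229, the dam had 3 positive probes with a mean of -1.24. The mean there was -1.08, -1.17 and -1.19 in offspring 6, 7 and 8, whereas it was 0.06 in offspring 5 and -0.05 in the sire. Nearby on chromosome 3, from 25420386 to 25421035, the dam had 2 positive probes with a mean of -1.43. Offspring 6, 7 and 8 had means of -1.67, -1.80 and -1.74 there, with 0.02 in offspring 5 and -0.04 in the sire. On chromosome 7 from 126944817 to 126944911, the mean of 2 overlapping probes, whose starts were 35 bp apart, was -1.15 in the dam, -0.87, -0.95 and -0.80 in offspring 6, 7 and 8, 0.02 in offspring 5 and -0.11 in the sire. On chromosome 11 from 59716757 to 59716844, the mean of 2 overlapping probes, whose starts were 28 bp apart, was -1.07 in the dam, -0.68, -0.70 and -0.69 in offspring 6, 7 and 8, 0.12 in offspring 5 and -0.15 in the sire. The region of the sire lay on chromosome 9 from 81668652 to 81668721. Its 2 probes were not well above background in the reference channel on any of the 12 arrays and were so in the mouse channel on 3, and no size is given for it.

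**Figure D3:**
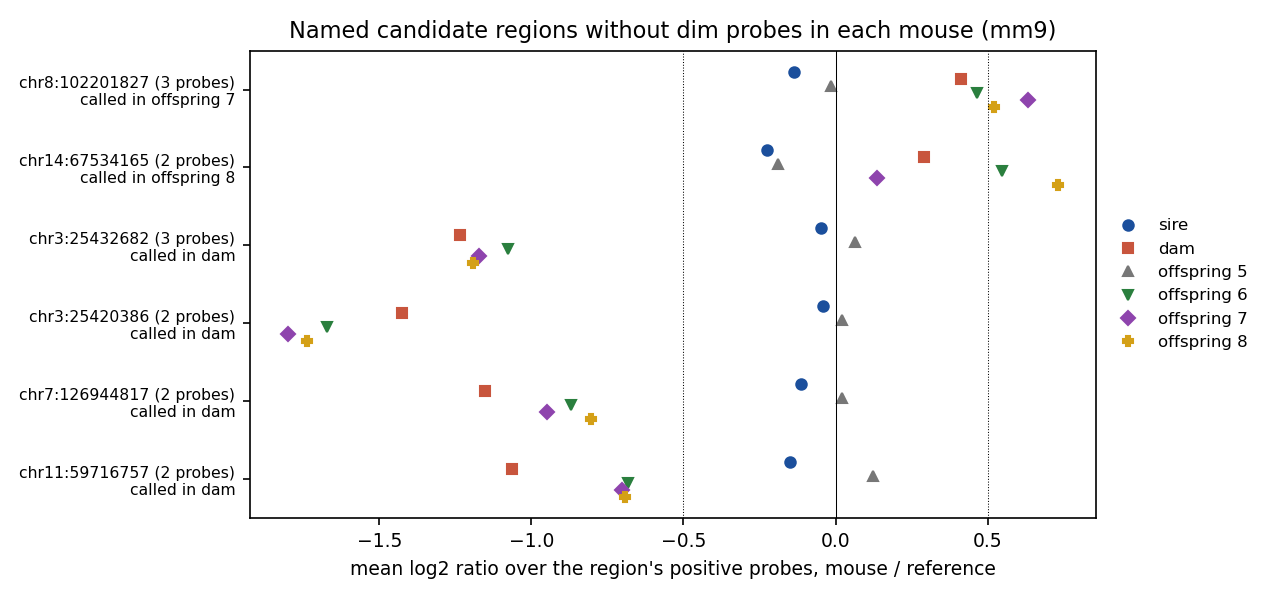
Mean log2 ratio (mouse over reference, horizontal axis) in each of the 6 mice, for the named regions whose probes were all well above background on the 12 arrays, with dotted lines at the thresholds of -0.5 and 0.5. At the regions of chromosomes 3, 7 and 11 called in the dam, offspring 6, 7 and 8 lie with the dam and offspring 5 with the sire.

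Transmission was described as the share of parental positive probes that were positive in the same direction in an offspring. Of the 78 probes positive in either parent, 3 were positive in offspring 5, 28 in offspring 6, 33 in offspring 7 and 31 in offspring 8. The mean share was 30.4% ± 17.9 (SD, n = 4), and normexp correction moved it most, to 51.7% of 43 probes. The shares differed by parent. Of the 43 probes of the sire, 3, 3, 4 and 3 were positive in offspring 5 to 8. Of the 39 probes of the dam, 3, 27, 33 and 31 were. Of the 4 probes positive in both parents, 3, 2, 4 and 3 were. Of the 35 probes positive in the dam only, on 14 chromosomes, 0, 25, 29 and 28 were positive in offspring 5 to 8. The X medians were raised in offspring 6, 7 and 8 and not in offspring 5, so the mean share may not measure inheritance. Of the 39 probes positive in the sire only, 1 was positive in offspring 6 and 0 in the other offspring, and 22 of these 39 probes were not well above background on all arrays, against 1 of the 35 of the dam.

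**Figure D4:**
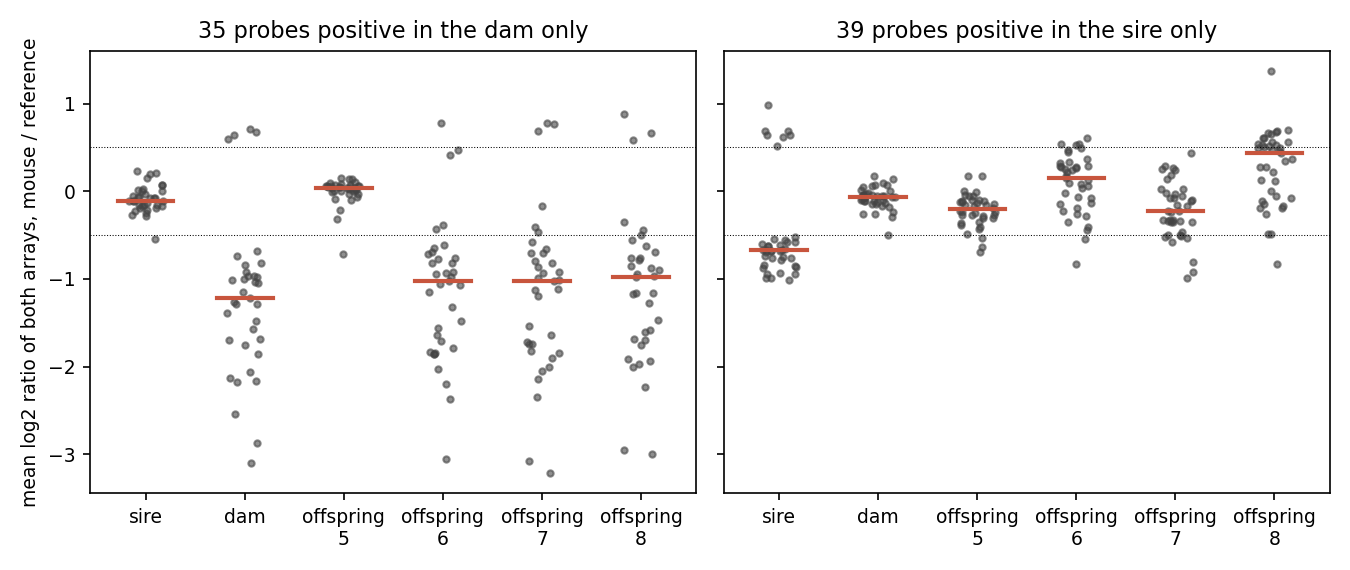
Mean log2 ratio of both arrays (mouse over reference, vertical axis) of the 35 probes positive in the dam only (left) and the 39 positive in the sire only (right) in each mouse, with a point for each probe, red bars for medians and dotted lines at -0.5 and 0.5. Of the probes of the dam, 25 to 29 were positive in offspring 6, 7 and 8 and 0 in offspring 5, and 22 of the 39 probes of the sire were not well above background on all arrays.

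Differences shared by the whole family against the reference were tested with limma on the 6 mice. At an adjusted p of 0.05 and an absolute mean of 0.5, 5 of 42168 probes passed, 4 lower and 1 higher than the reference, and each had the same sign in 6 of 6 mice. The adjusted p alone gave 15 probes, and 5030 had an unadjusted p under 0.05. The unadjusted number depended on single mice, with 2884 without offspring 7 and 7274 without the sire. In these fits 5 and 6 probes passed both limits. The count past both limits was moved most by using only the arrays with the mouse in Cy3, which gave 183. There most were higher, with 130 higher and 53 lower. On chromosome 14, probe A_67_P08113870 (53994847 to 53994906) had a mean of -0.84 with a standard error of 0.041 and an adjusted p of 0.000112. Probe A_67_P08113863 (53993275 to 53993334) had a mean of -0.61 and probe A_67_P08114073 (54123901 to 54123960) also had a mean of -0.61. Probe A_67_P02850912 (54122647 to 54122706) was also lower, but is the dim probe for which no size is given. All 4 lower probes thus lay on chromosome 14, from 53993275 to 54123960. Most lower probes past the adjusted p alone also lay on chromosome 14, from 53430657 on, so they need not be separate differences. The probe that was higher, A_67_P07959016, lay on chromosome 13 from 95707465 to 95707524 and had a mean of 0.75.

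Differences common to the 4 offspring against the 2 parents were tested in the same way. No probe passed an adjusted p of 0.05 in limma, and the smallest adjusted p was 0.231. At an unadjusted p under 0.05 there were 4538 of 42159 probes, or 10.8%. With the sire left out the share was 3.35% and with the dam left out 15.3%, in fits where the parents are 1 mouse and only the offspring supply the spread, and leaving out offspring 6 or 8 gave 7.15% or 14.6%. No probe passed in any of the alternatives either, including the model of all 12 arrays with slide as a term. That test cannot detect a change of a single offspring.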

Values the study reported

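The study reported de novo deletions in 7.1% of the F1 mice (11 of 156) of the non-irradiated group and in 20.4% (29 of 142) of the irradiated group. Larger deletions, with more than a single positive probe in the first screening, were reported in 5.1% (8 of 156) and 15.5% (22 of 142) of the F1 mice. These shares rest on both screenings and on quantitative PCR.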

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

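The tests of the sex-linked probes, of transmission, of the loss of a copy, of slide and dye layout and of noise were chosen after the results were seen, and only the test on probes positive in no mouse was fixed before its result was seen.

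For 26 quantities with 4 offspring values, the gap of the farthest offspring to its neighbour was divided by the range of the 4, and 11 exceeded Dixon's critical value. Chance flags about 1 in 20 groups, and the quantities overlap and are not independent. In 9 of the 11 the offspring apart was offspring 5. The ratio was 0.963 for the median X log2 ratio and 0.970 for the median Y log2 ratio. It was 0.846 for the number of lower positive probes, 0.833 for probes shared with either parent and 0.862 for probes shared with the dam only. For the regions of the dam it was 0.908 and 0.931 on chromosome 3 (from 25432682 and from 25420386), 0.851 on chromosome 7 and 0.976 on chromosome 11.

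For the sex-linked probes, a defect of a single array is argued against by the arrays of offspring 5, whose X medians differed by 0.14, whereas the lowest X median of the other offspring was 0.83. The Y median of offspring 5 was -0.0499, near that of the sire, which is consistent with 1 X and a Y in offspring 5, and with 2 X in the other offspring, as a hypothesis. The labels do not state the sex of the offspring, a mislabelled sample was not tested, and offspring were not grouped by these values.

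The autosomal probes positive in the dam only followed the same mice. Independent transmission of heterozygous alleles of the dam would give each offspring about 50% of the loci. The 35 probes formed 28 loci at least 1 Mb apart, and offspring 5 lay nearer the dam than the sire at 0 of them (exact binomial test, two-sided, p = 7.45e-09, adjusted p = 1.99e-08 over 4 offspring and both parents), whereas offspring 6, 7 and 8 did so at 25, 26 and 26. The loci lay on only 14 chromosomes, and loci of the same chromosome can be inherited together. The p takes all 28 as independent and is therefore too small. A loss of 1 of 2 copies in the dam cannot give values below -1, yet 14 of the 31 lower probes lay below it by more than 2 SD of the mean of both arrays. Slide and dye layout are argued against by the array of offspring 5 with the mouse in Cy5, which shares slide and dye with those of offspring 6, 7 and 8 and had a median of -0.0946 in the direction of the dam, against 0.80, 1.02 and 1.05 in theirs. Noise and dye bias are argued against as well, since the lowest median over the 6 arrays of offspring 6, 7 and 8 was 0.80 in that direction.

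A candidate explanation for these probes is that their sequences have further copies on a sex chromosome, for example on Y, so that males and females differ at probes assigned to autosomes. The test fixed beforehand did not bear this out. At 104 probes positive in no mouse and more than 0.5 apart between dam and sire, offspring 5 lay nearer the dam at 67.3%, where a low share had been predicted, and offspring 6, 7 and 8 did so at 81.7%, 68.3% and 76.0%. At 81 of these probes the sire was farther from 0 than the dam, so the set mostly held deviations of the sire and the test does not decide. At the other 23, separated after the result was seen, the shares were 34.8%, 60.9%, 39.1% and 52.2% in offspring 5 to 8. There offspring 5 had the lowest share, but offspring 7 was little higher. The explanation stays open and unproven, as do other differences between the animals, and probe sequences were not used here.

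In 2 quantities offspring 6 was apart. The ratio of 1 for probes shared with the sire only rests on a single probe against 0 in the other offspring. The ratio of 0.937 for probe A_67_P07959016 arose within a narrow range of 0.69 to 0.79. No explanation was tested for either.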

How the results depend on the processing

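The removal of the dye effect and the model with slide and dye terms were chosen after the data were seen. All other alternatives had been fixed beforehand. Of the values of the reported comparisons under an alternative, 91 stayed close to the reported value and 40 did not. Close means within 1.5 times for a count, and within 1 SD for the other values, taken between offspring for transmission, over the 6 mice for the dye-swap correlation and over probes for the X difference. For single regions, judged by the SD over their probes, 46 stayed close and 9 did not. By these limits, series matrix values, no spot left out and the second probe directly adjacent moved none of the results they were applied to. The series matrix holds the same values as the array files within rounding. It could not move a result and adds no support, although it is part of the counts above. Without centring the offspring had 38.5 positive probes and a transmission share of 30.1%, both within the limits. The correlation of dye-swap arrays, the X difference between dam and sire, and the absence of probes past the threshold between offspring and parents held under every alternative run for them. For the last, the number with an unadjusted p under 0.05 ranged from 1410 to 8209.

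The threshold moved the counts by its construction. At 0.8 the offspring had a mean of 14.5 positive probes and 0.75 regions, with 0 de novo probes and 0 de novo regions. At 0.4 the values were 69.2, 6.25, 21 and 8. The mean of both arrays gave 113 positive probes, 8 regions, 35 de novo probes and 13 de novo regions. Calling on a single array removed the demand for a second array. The arrays with the mouse in Cy3 gave 439, 32, 119 and 34, and those with the mouse in Cy5 gave 1102, 127.5, 911 and 346. Without the demand for equal sign there were 140.5 positive probes. Requiring at least 4 positive probes left 0 regions, 0 de novo probes and 0 de novo regions.

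De novo probes are counted once for each offspring. De novo calls depended on how the parents were judged. With the mean of each parent under 0.3 in the same direction, 1 probe and 0 regions were left, and with a difference of more than 0.5 from each parent also 1 probe and 0 regions. Normexp correction gave 3 de novo probes and 0 de novo regions and a transmission share of 51.7%, and raised the lower share of the positive probes of the offspring from 78.3% to 90.7%. The cause was not tested. Removal of the dye effect gave 1 de novo region. Leaving out each offspring gave 5 to 9 de novo probes and 1 to 2 de novo regions, since offspring 7 and 8 each held 1 region.

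For the family against the reference, the adjusted p alone gave 15 probes, the arrays with the mouse in Cy3 alone 183 (130 higher and 53 lower, so that the main direction turned around), the slide term 45, and slide and dye terms 41. A single dye orientation keeps the dye bias that is shared by all mice. For the slide models the cause was not tested, but the correlation they estimated between the arrays of a mouse was -0.233 with slide alone and 0.125 with slide and dye terms. At such values the 2 arrays of a mouse weigh nearly as much as separate mice, or more. The counts of 45 and 41 are therefore not comparable with the test on 6 mice. No paired analysis was possible because the groups share no replicate numbers that pair mice. Signal over background limited few probes in general, 3.18% of autosomal probes on some array, but 56.4% of those positive in the sire only. The sire region on chromosome 9 had no value with only probes well above background.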

Other observations

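The tests of dye bias, of dye labels, of the de novo candidates, of sire transmission, of signal near background and of the slide and dye layout were chosen after the results were seen, and only the test of a sample-wide axis on all its probes was fixed before its result was seen.

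The dye-swap arrays of each mouse correlated negatively. A candidate explanation is a dye bias of each probe. Arrays of different mice in opposite dye orientation had a mean r of -0.47, and those in the same orientation 0.58, or 0.38 over the 8 pairs on different slides. A wrong dye label on an array is argued against by probe A_67_P08113870, at which the 12 arrays were all negative and the highest value was -0.54. No biological explanation was tested.

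The de novo candidate on chromosome 8 may be a difference that the dam carries just under the threshold. Its mean in the dam was 0.41, and this value was reached by 4 of 34248 autosomal windows of 3 probes in the dam, or 0.0117%, and offspring 6 and 8 were also high. The 11 other probes within 20 kb were raised in the same mice, with a median of 0.35 in the dam, and 1 of them was positive in the dam. That probe belongs to the 35 probes positive in the dam only. The raised mice are those with raised X medians, so the copies on a sex chromosome discussed for those 35 probes are a further candidate explanation, which was not tested. At the region of chromosome 14 the dam had 0.29, well under the threshold. This was reached by 19 of 37143 windows of 2 probes, or 0.0512%, but offspring 7 had 0.14, the 12 other probes within 20 kb lay near 0, and whether the dam carries the same difference stays open. The offspring with the call exceeded the dam by 0.22 on chromosome 8 and by 0.44 on chromosome 14, both under the threshold. In both regions the sire and offspring 5, whose X medians were near 0, lay below 0. On these arrays alone a de novo gain of further size in the offspring stays open. The difference between offspring and dam was not tested, as each is 1 mouse. The simulated arrays without change gave a mean of 0.02 de novo regions, but their residuals do not keep the correlation between overlapping probes or between both arrays of a mouse.

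The lowest value among the probes positive in the dam only was at probe A_67_P06011063 on chromosome 6 (104241394 to 104241453), chosen after its values were seen. The log2 ratio was -3.10 in the dam and -3.05, -3.22 and -3.00 in offspring 6, 7 and 8, against 0.04 in offspring 5 and -0.16 in the sire. For comparison, the Y probe from 731532 was at -3.12 in the dam and 0.08 in the sire. In offspring 6, 7 and 8 it was at -3.643, -3.685 and -3.634, lower than the autosomal probe. The other Y probes were at -1.30 and -0.23 in the dam, so the Y probes do not share a value.

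Probes positive in the sire only were seldom positive in the offspring. Independent transmission of heterozygous alleles of the sire would give about 50% of pairs of locus and offspring, and 0.676% of 148 pairs were positive. By the measure used for the dam, 15 of the 148 pairs, or 10.1%, lay nearer the sire, with 6, 1, 7 and 1 of 37 loci in offspring 5 to 8. The medians of these probes lay opposite to the sire in offspring 6 and 8, at -0.25 and -0.47 in the direction of the sire. A sample-wide axis of variation stays open. After it was removed, 24 of the 39 probes stayed past 0.5 in the sire, whereas most would have fallen under it if the axis were the cause, but this is not distinguishable from an even split, and the median fell only from 0.68 to 0.56. Signal near background is consistent with part of them, as 56.4% of the 39 were not well above background on all arrays against 3.18% of all autosomal probes. It leaves out 17 probes that were well above background on all arrays, and for these transmission is argued against too, with 2 of 68 pairs nearer the sire. Of the 17, 9 stayed past 0.5 without the axis, with a median of 0.51, which leaves the axis open. On simulated arrays without change the sire had a mean of 5.61 positive probes, so noise of that kind gives fewer than were seen. Noise shared by both arrays of the sire is not part of it.

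In the test of offspring against parents, 10.8% of probes had an unadjusted p under 0.05. The layout of slides and dyes could contribute. In models of the 12 arrays the share was 19.5% with a slide term alone and 3.35% with slide and dye terms. The correlation they estimated between the arrays of a mouse was -0.270 and 0.124, so its arrays weighed nearly as much as separate mice, or more. In this and in form they differ from the test on 6 mice. In that test the share was 3.35% as well without the sire, 15.3% without the dam, 7.15% without offspring 6 and 14.6% without offspring 8, although both parents had the same layout. With a parent left out, the other is 1 mouse and only the offspring supply the spread, so these shares do not show that the sire sample deviates. On the arrays with the mouse in Cy3 alone, which all lay on slide 2 and have no layout difference, it was 6.65%, but with 1 array per mouse, and with normexp correction, which keeps the layout, it was 6.45%. The layout stays open, because each fit that removes it also changes the arrays used or the form of the model.

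By the array rule alone, 2 of 4 offspring had a de novo candidate region, both gains, and none had a de novo loss. The shares quoted from the study count deletions that passed both screenings and quantitative PCR, which were not used here, so the measures are different. The study also reported de novo duplications, in fewer F1 mice than deletions in both of its groups, and those shares are not quoted here. It lists no de novo change that passed quantitative PCR in a non-irradiated mouse with the family letter D, which the labels here carry. Some of its smaller array candidates did not pass that step.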
